A study of Mus musculus with 6 samples. Its data were reported in "Microbiota-induced tissue signals regulate ILC3-mediated antigen presentation" (2020).

How the data were processed

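Bulk RNA sequencing was done on NCR− ILC3s sorted from spleen (SP) and small intestine (SI) of Rosa26R eYFP/+ reporter mice that carry the Cre transgene RORc(γt)-Cre tg, aged 8 to 12 weeks, with 3 biological replicates per tissue (6 libraries). The authors digested both tissues with collagenase D and DNase. SI cells additionally passed an EDTA wash and a Percoll gradient, and SP cells erythrocyte lysis and a depletion of T and B cells. RNA of SP was isolated from fewer cells per sample than that of SI. Total RNA was amplified with the NuGEN Ovation system, which keeps no strand information, and sequenced as single-end reads on an Illumina HiSeq instrument. The authors mapped reads to the mouse genome mm9 with STAR, kept only reads that mapped to a single place, and counted with QuasR the reads that start within any exon of a RefSeq gene. Genes with near-identical copies elsewhere in the genome are therefore undercounted. The deposited table holds raw counts of reads per gene for each library, with no normalization, for 23427 Entrez gene IDs. It also holds, as deposited by the authors, the length of each gene in bases, the summed width of its exons. Names were found for 23334 IDs and not for 93. Coordinates came from the GENCODE annotation of the mm9 assembly, matched by current symbol for 19479 genes and by a unique older symbol for 2273.

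Libraries were grouped by the tissue in their labels. Genes passing filterByExpr (12822) were tested in edgeR 4.0.16 under R 4.3.3 with TMM factors, a quasi-likelihood fit and the replicate letter as a block, since the authors used the pool of mice as a covariate and the letter is the only label that could name it. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1.5. Members of gene lists were called at the adjusted p alone. The SE of a log2 fold change was its size divided by the square root of its F statistic. Levels are TMM-scaled CPM. The 30 gene lists cover pathways and markers of other cell types, and were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, against all genes that passed the filter. Summed CPM of marker lists were compared by exact two-sided permutation tests, for which 0.1 is the smallest p that 3 against 3 libraries allow. A group with no count was given a floor of 3 counts over the group, and ratios from 1 to 3 counts a 95% counting interval. That floor was 0.0508 CPM in SP and 0.0568 CPM in SI. Intervals and floors cover counting error only.

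The groups, thresholds, gene lists and the rule for naming genes were set before the data were examined. The rule named the 10 genes with the largest change in each direction (at least 20 CPM in the higher group and the same sign in 3 letter pairs), the genes the study named for this comparison, up to 4 members of each list with the smallest p (at least 1 CPM on average), all MHC class II genes, and the genes of the sort gate. Il7r was listed with the gate genes, though its protein was not part of the sort. Of 164 such genes, 163 were tested. Other genes are named where so stated.

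Total counts were 17685980 to 19452092 per library, and 3 counts correspond to 0.146 to 0.196 CPM in a single library. The tests were tried on simulated counts with the same depths. Each gene was given the dispersion of the trend, with no difference between letters, so spread particular to single genes was not covered. Each size of change was put into 62 to 64 tested genes, fewer than the 718 called in the data. Of genes changed by 2, 3 and 4 log2 units, 51.6%, 69.8% and 84.4% were called, and 1 of 131 called genes had not been changed.

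Alternatives covered no replicate block, RLE and upper-quartile factors, no filter and a stricter one (at least 5 CPM in 3 libraries), the likelihood ratio test, DESeq2 1.42.0, voom, robust dispersions, other thresholds, camera with an estimated correlation, fry and rank-based camera, a prior count of 0.5, and leaving out each library or letter. With the letter as a block, a library whose partner of the same letter was left out no longer informs the comparison. Fits without SP A, SI A or letter A thus rest on the same pairs and are not separate checks. Offsets for gene length and GC content, the omission of the most abundant unnamed ID and families of genes taken from their symbols were added after seeing the data, as were the comparison with random lists matched on expression and the marker sums without the 2 most abundant members. GC content was known for 92.6% of tested genes. Fry asks whether the genes of a list move on balance one way, and camera whether they differ from all other genes. With an estimated correlation, camera rests on the few residual degrees of freedom of the fit, and with the preset one on the number of genes. The former has little power here, whatever the correlation among members. Ranges over alternatives include, for lists, the p of fry and, for genes, that of the test against a log2 fold change of 1. That test asks a stricter question, so the upper end of the range of a gene can come from it alone. No column of the table was left out. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.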

Results

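RNA was sequenced from group 3 innate lymphoid cells that lack the natural cytotoxicity receptor NKp46 (NCR− ILC3s), sorted from the spleen (SP) and the small intestine (SI) of mice aged 8 to 12 weeks. Lineage-negative CD117+ Thy1.2+ cells were taken that carried the eYFP label of current or past Rorc expression. The 6 libraries formed 2 groups of 3 biological replicates, named A to C. Total counts ranged from 17685980 to 19452092 per library. Between 14170 and 15259 genes were detected in the SP libraries and between 13529 and 14383 in the SI libraries. A single gene ID that has no name in the reference tables took 0.912% to 2.89% of the counts. In a principal component analysis of the 1000 most variable genes, the first component held 61.6% of the variance. It placed the SP libraries between 51.4 and 69.5 and the SI libraries between -51.8 and -69.5. The second component (14.4%) placed SI C at -53.7, against 36.4 for SI A and 25.1 for SI B. Levels are TMM-scaled CPM (counts relative to the scaled library total) given as mean ± SD (n = 3 per tissue). Log2 fold changes are SP minus SI ± SE from edgeR.

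**Figure D1:**
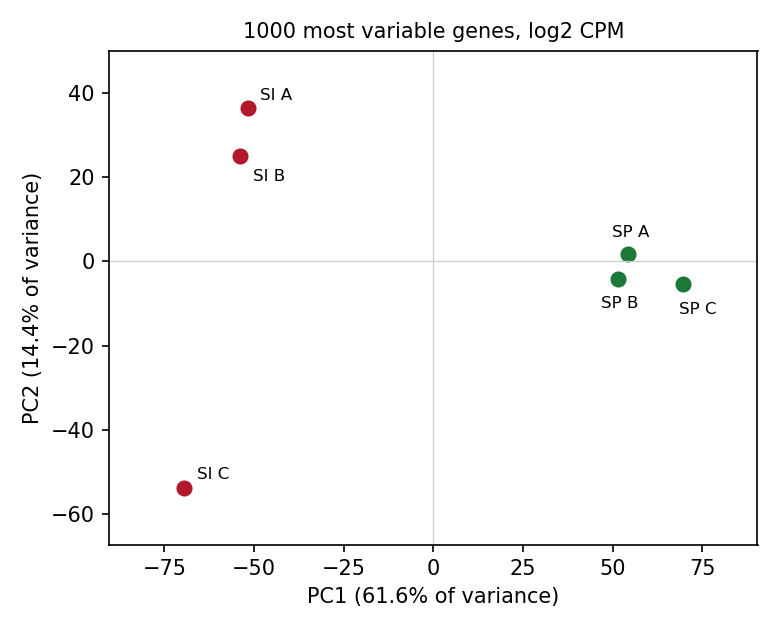
Principal components of log2 CPM of the 1000 most variable genes, 1 point per library (green SP, red SI), with the variance share of each component on its axis. The 3 SP libraries lie between 51.4 and 69.5 on the first component and the 3 SI libraries between -51.8 and -69.5, with SI C at -53.7 on the second.

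The comparison of SP with SI NCR− ILC3s asks how the transcriptional programs of these cells differ by tissue. Of 12822 genes tested, 384 were at least 1.5 log2 units higher in SP and 334 in SI at a false discovery rate below 0.05. Without the fold requirement, 551 genes were higher in SP and 811 in SI. Of the tested genes, 2119 were higher in all SP than in all SI libraries and 2020 lower, where chance gives 10% of genes. Epas1, which encodes the hypoxia-inducible factor HIF-2α, was at 16.1 ± 3.86 CPM in SP and 669 ± 157 CPM in SI, 41.6-fold lower in SP (log2 fold change -5.38 ± 0.24, adjusted p = 2.85e-06). Arnt2, a dimerisation partner of bHLH-PAS factors, was at 508 ± 41.3 CPM in SP and 25.5 ± 11.4 CPM in SI (log2 fold change 4.42 ± 0.27, adjusted p = 1.87e-05). The corepressor gene Runx1t1 was at 47.1 ± 9.55 CPM in SP and 2.02 ± 1.11 CPM in SI (log2 fold change 4.69 ± 0.51). Ret, the receptor tyrosine kinase of the glial cell line-derived neurotrophic factor family, was 32.7-fold higher in SI, at 23.4 ± 5.33 CPM in SP and 756 ± 70.9 CPM in SI. Among the largest changes towards SP, the iron exporter gene Slc40a1 and the p38γ kinase gene Mapk12 had no count in any SI library. They were at 32.3 ± 15.4 and 20.6 ± 8.35 CPM in SP, at least 569-fold and at least 363-fold higher, against a floor of 3 counts over the SI group. The channel gene Calhm5 had 5243 counts in SP and 2 in SI, a ratio of 2342 with a 95% counting interval of 648 to 19345. The remaining genes of the top 10 were Adam23, Ptprb, Ccl22, Mamdc2, Slc14a1, I830077J02Rik and Adgrf5, each with a mean of 20.4 to 31.5 CPM in SP and at most 0.409 CPM in SI. Some markers of other cell types were also higher in SP, as given below. Whether the transcripts of these 10 genes came from ILC3s or from other cells in the sorts was not tested. Towards SI, the Wnt modulator gene Dkk3 was at 6.33 ± 4.66 CPM in SP and 394 ± 50.4 CPM in SI, and Hs6st2, which encodes a heparan sulfate sulfotransferase, was at 0.806 ± 0.519 CPM in SP and 125 ± 2.13 CPM in SI. The other top genes were Il17a, Cxcl3, Gm11981, Cables1, Ccdc148, Sema6a, Adra2a and Hc, with means of 20.6 to 72.1 CPM in SI and at most 1.10 CPM in SP. Intervals and floors cover counting error only.

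Transcripts of MHC class II antigen presentation were higher in SP NCR− ILC3s for 10 of 20 tested genes. H2-Aa and H2-Ab1, which encode the chains of the I-A molecule, were at 1775 ± 181 CPM in SP and 258 ± 23.8 CPM in SI, and at 717 ± 53.8 CPM in SP and 79.5 ± 12.9 CPM in SI. These were 6.88-fold (log2 fold change 2.78 ± 0.15, adjusted p = 1.11e-05) and 9.08-fold (3.18 ± 0.18, adjusted p = 1.41e-05) higher in SP. Cd74, the invariant chain gene, was among the most abundant, at 4318 ± 597 CPM in SP and 970.0 ± 185 CPM in SI (4.48-fold, log2 fold change 2.17 ± 0.14). H2-Eb1 was at 361 ± 93.5 CPM in SP and 52.3 ± 10.9 CPM in SI (6.85-fold), and the endosomal protease gene Ctse at 86.3 ± 25.8 CPM in SP and 13.8 ± 2.16 CPM in SI (6.13-fold, adjusted p = 0.00133). Ciita, the master regulator of this gene class, was at 62.3 ± 15.8 CPM in SP and 7.01 ± 3.58 CPM in SI, with a log2 fold change of 3.25 ± 0.52 that was 2.59 without SP C and 2.59 without SI C. Of the 20 tested genes of the list, 10 were higher in SP, 1 was lower and 9 did not pass (13 higher in SP and 1 in SI when adjusted over the list alone). Of those higher in SP, H2-DMa did not pass without the replicate block (adjusted p = 0.0662, range over all alternatives 2.41e-07 to 0.12), H2-DMb1 did not pass without SP A (0.0567, range 1.47e-06 to 0.0567). H2-DMb2 did not pass without SP A (0.0616), SP B (0.106) or SP C (0.0887, range 0.000202 to 0.106). The lower one was the protease gene Ctsl, at 28.2 ± 8.12 CPM in SP and 111 ± 61.7 CPM in SI (log2 fold change -1.87 ± 0.41, and -1.23 without SP C or -1.24 without SI C). Among those that did not pass, H2-Eb2 (4.46 ± 1.33, adjusted p = 0.0617) and H2-Ob (2.91 ± 0.94, 0.0833) lay towards SP. H2-Eb2 passed without the replicate block (0.0287) and with the likelihood ratio test (0.00294), DESeq2 (4.36e-05) or voom (0.0399). H2-Ob passed with no filter (0.047), the likelihood ratio test (0.0152) or DESeq2 (0.00253). Ctsb (-0.55 ± 0.29, 0.294) and Rfxap (-0.70 ± 0.65, 0.578) lay towards SI, and Ctsb passed without SP C (0.00573). The protease gene Ctss, with a log2 fold change of 0.73 ± 0.21, did not pass but lay close to the threshold (adjusted p = 0.0545). It passed without the replicate block (0.0273), with upper-quartile factors (0.0454), no filter or the stricter one (0.0322 and 0.0375), the likelihood ratio test, DESeq2 or voom (0.0216, 0.012 and 0.0334), and without SP B or SI B (0.0301 and 0.0257). Its range over all alternatives was 0.012 to 1, the test against a log2 fold change of 1 included. The list was called higher in SP (camera adjusted p = 1.52e-05, and adjusted p = 0.231 with an estimated correlation). The latter test has few degrees of freedom here, so its p does not show that correlation among members undid the call. Part of it was chosen by the study on these samples, so its direction is not independent evidence. Markers of dendritic cells and macrophages moved the same way, with a summed level of 734 ± 75.1 CPM in SP and 494 ± 54.8 CPM in SI, and Ccr6, named after its value was seen, was higher in SP by 1.24 ± 0.17 on the log2 scale.

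**Figure D2:**
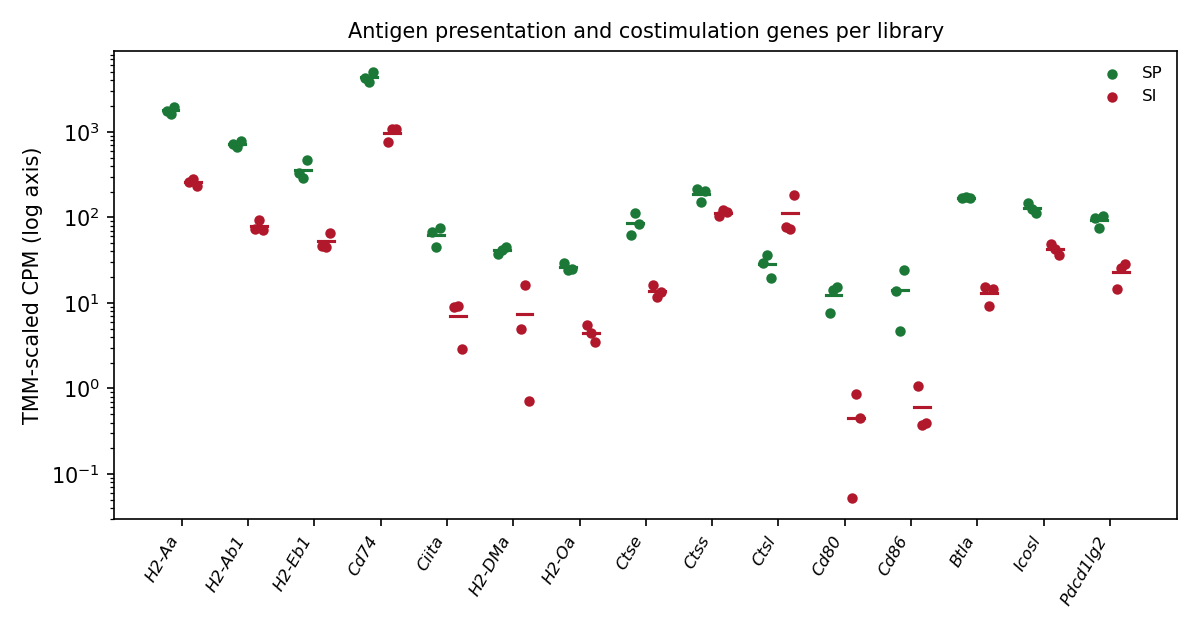
Levels of 15 antigen presentation and costimulation genes in TMM-scaled CPM on a log axis, 1 point per library (green SP, red SI), with bars at the mean of 3 libraries. H2-Aa lies at a mean of 1775 CPM in SP and 258 CPM in SI, and Ctsl is higher in SI, at 111 against 28.2 CPM.

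H2-Aa (Entrez gene 14960; chromosome 17, 34406276 to 34424772), H2-Ab1 (14961; chromosome 17, 34400154 to 34406363) and H2-Eb1 (14969; chromosome 17, 34442828 to 34453144) lie close together in the mm9 annotation. Annotated exons of H2-Aa overlap those of H2-Ab1 on the other strand, and reads of the unstranded libraries in that overlap cannot be assigned to either. The other genes of main interest are Cd74 (16149; chromosome 18, 60963502 to 60972300), Ctse (13034; chromosome 1, 133534883 to 133572080), Epas1 (13819; chromosome 17, 87153247 to 87232750), Arnt2 (11864; chromosome 7, 91394791 to 91558469), Runx1t1 (12395; chromosome 4, 13670583 to 13820796), Il22 (50929; chromosome 10, 117641998 to 117647098), Il17a (16171; chromosome 1, 20720986 to 20724577) and Ret (19713; chromosome 6, 118101766 to 118147762). Counts covered annotated exons in each case.

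Ligands that costimulate or inhibit T cells were also higher in SP for 7 of 16 tested genes. Cd80 and Cd86, the ligands of CD28 and CTLA-4, were at 12.4 ± 4.27 CPM in SP and 0.456 ± 0.402 CPM in SI, and at 14.2 ± 9.74 CPM in SP and 0.610 ± 0.392 CPM in SI. Their log2 fold changes were 5.14 ± 0.98 (adjusted p = 0.00831) and 4.37 ± 0.89 (adjusted p = 0.0114). That of Cd80 was 4.51 without SI A, 4.54 without SP A, 5.85 without SP B and 5.82 without SI B. That of Cd86 was 3.66 without SI C, and without SP C it was 3.67 and no longer passed (adjusted p = 0.0527, range over all alternatives 8.89e-07 to 0.0527). The inhibitory receptor gene Btla was at 169 ± 1.61 CPM in SP and 13.0 ± 3.35 CPM in SI (13.3-fold), the ICOS ligand gene Icosl was 3.06-fold higher in SP, and Pdcd1lg2, which encodes PD-L2, 4.14-fold. Tnfsf18, which encodes GITR ligand, was 6.51-fold higher in SI. In total, 7 of 16 tested genes were higher in SP, 1 in SI and 8 did not pass (9 higher in SP and 1 in SI when adjusted over the list alone). The list was called higher in SP (camera adjusted p = 0.000593, and adjusted p = 0.231 with an estimated correlation), and the study named 2 of its genes for these samples, so it is not independent evidence. Markers of dendritic cells and macrophages moved the same way, with a summed level of 734 ± 75.1 CPM in SP and 494 ± 54.8 CPM in SI, and the macrophage genes Csf1r and Adgre1 were at 33.6 ± 7.55 CPM in SP and 3.35 ± 0.447 CPM in SI, and at 39.6 ± 7.96 CPM in SP and 3.75 ± 2.99 CPM in SI. Among 18 tested MHC class I genes, 17 did not pass and Calr, which encodes the chaperone calreticulin, was lower in SP (0 higher in SP and 1 in SI when adjusted over the list alone). Calr had a log2 fold change of -1.02 ± 0.22, with adjusted p = 0.0741 without SP B and 0.0905 without SI B. Its range over all alternatives was 0.000153 to 1, with the upper end in the test against a log2 fold change of 1. The class I list was not called (camera adjusted p = 0.593).

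Genes of the type I interferon response were higher in SP for 10 of 36 tested genes. Ifit1 and Rsad2, antiviral effectors, were at 286 ± 263 CPM in SP and 21.1 ± 21.5 CPM in SI, and at 127 ± 84.7 CPM in SP and 5.26 ± 1.34 CPM in SI. Their log2 fold changes were 3.95 ± 0.37 (adjusted p = 0.000154) and 4.40 ± 0.43 (adjusted p = 0.000202, log2 fold change 3.81 without SI C). In SP A, B and C, Ifit1 was at 121, 147 and 589 CPM and Rsad2 at 72.7, 83.5 and 224 CPM. Without SP C their log2 fold changes were 4.10 and 3.82. Samd9l was 2.12-fold higher in SP, at 333 ± 89.3 CPM in SP and 155 ± 19.1 CPM in SI. Of 36 tested genes, 10 were higher in SP, 0 lower and 26 did not pass (14 higher in SP and 0 in SI when adjusted over the list alone). The list was called (camera adjusted p = 3.38e-05, and adjusted p = 0.231 with an estimated correlation). Its theme was also described for these samples by the study, so it is not independent evidence. Markers of dendritic cells and macrophages moved the same way, with a summed level of 734 ± 75.1 CPM in SP and 494 ± 54.8 CPM in SI. Genes of the interferon-γ response went both ways, with 6 of 23 higher in SP, 4 higher in SI and 13 that did not pass (7 higher in SP and 4 in SI when adjusted over the list alone). The guanylate-binding protein genes Gbp4 (1.91 ± 0.22) and Gbp8 (1.59 ± 0.27) were higher in SP. The chemokine gene Cxcl9 (-3.29 ± 0.31) and the transcription factor gene Irf1 (-1.17 ± 0.20) were higher in SI. This list was not called (camera adjusted p = 0.726), and its median (0.12) and mean (0.06) log2 fold changes were above 0 while camera gave the direction of SI.

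ILC3 effector cytokines were higher in SI for 8 of 18 tested genes. Il22 was at 60.1 ± 5.83 CPM in SP and 471 ± 129.8 CPM in SI, 7.66-fold lower in SP (log2 fold change -2.94 ± 0.21, adjusted p = 3.72e-05). Il17a had 3 counts in SP and 2510 in SI, where it was at 45.7 ± 33.8 CPM, a ratio of 936 (95% counting interval 320.1 to 4544, adjusted p = 3.37e-05). Tnfsf11, which encodes RANKL, was 9.51-fold higher in SI, at 81.8 ± 13.0 CPM in SP and 772 ± 34.8 CPM in SI. Bmp2, a bone morphogenetic protein gene, was 3.70-fold higher in SP. Of 18 tested cytokine genes, 8 were higher in SI, 3 in SP and 7 did not pass (3 higher in SP and 11 in SI when adjusted over the list alone). The list was called higher in SI (camera adjusted p = 0.000638, and adjusted p = 0.231 with an estimated correlation), and the study named Il22 and Il17a from these samples, so it is not independent evidence. The summed level of stromal and endothelial markers was also higher in SI, at 208 ± 30.8 CPM in SP and 373 ± 60.6 CPM in SI. Their members went both ways, with 2 of 15 higher in SP and 3 in SI, and that list was not called (camera adjusted p = 0.579). ILC2 markers were called higher in SI (camera adjusted p = 0.0245, and 0.477 with an estimated correlation), while 5 other marker lists were called higher in SP. In the IL-23 and STAT3 list, 7 of 22 genes were higher in SI, 1 in SP and 14 did not pass (2 higher in SP and 7 in SI when adjusted over the list alone). Those higher in SI included Stat3 (-1.53 ± 0.20), the interleukin-1 receptor gene Il1r1 (-1.07 ± 0.13) and the AP-1 gene Fosl2 (-1.13 ± 0.15). This list was not called (camera adjusted p = 0.156), and the study described IL-23 responses in these samples, so its counts are not independent evidence.

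Most genes of ILC3 identity that passed were higher in SI. The Ikaros family gene Ikzf3 was at 113 ± 10.3 CPM in SP and 843 ± 326 CPM in SI, and Rora, which encodes an ILC transcription factor related to RORγt, at 246 ± 39.2 CPM in SP and 935 ± 265 CPM in SI. Their log2 fold changes were -2.83 ± 0.21 and -1.90 ± 0.21. Of 23 genes tested, 14 were higher in SI, 1 in SP and 8 did not pass (3 higher in SP and 14 in SI when adjusted over the list alone), with camera adjusted p = 0.000638, and adjusted p = 0.254 with an estimated correlation. Markers of CCR6+ lymphoid tissue inducer-like cells went both ways, with 5 of 15 higher in SP, 3 in SI and 7 that did not pass (6 higher in SP and 4 in SI when adjusted over the list alone). Cd4 was 8.17-fold higher in SP, at 2766 ± 196 CPM in SP and 339 ± 22.4 CPM in SI, and the adhesion gene Cntn1 2.49-fold. The arginase gene Arg1 was 5.08-fold higher in SI. The list was not called (camera adjusted p = 0.536). Among markers of T-bet-dependent NCR+ ILC3s or ILC1s, 6 of 22 were higher in SI, 0 in SP and 16 did not pass (0 higher in SP and 7 in SI when adjusted over the list alone), with camera adjusted p = 0.0085, and adjusted p = 0.251 with an estimated correlation. The granzyme gene Gzmb was at 4.12 ± 1.03 CPM in SP and 79.6 ± 47.6 CPM in SI, and the interleukin-2 receptor gene Il2rb at 777 ± 91.9 CPM in SP and 2105 ± 490.5 CPM in SI.

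Among the sort gate genes, Kit was at 930.2 ± 102 CPM in SP and 1829 ± 182 CPM in SI, and Thy1 at 174 ± 11.8 CPM in SP and 322 ± 36.7 CPM in SI, both higher in SI (-0.98 ± 0.12 and -0.89 ± 0.16). The leukocyte gene Ptprc was higher in SP (1.03 ± 0.13). Rorc had a log2 fold change of -0.59 ± 0.14, with adjusted p = 0.0223. It did not pass without SP A (0.21) or SI A (0.195), which both take letter A out of the comparison, or without SP B (0.0651) or SI B (0.067). Its adjusted p ranged over all alternatives from 7.44e-05 to 1. The upper end came from the test against a log2 fold change of 1, and the other alternatives reached up to 0.214. Il7r, whose protein was not part of the sort, was higher in SP by 0.57 ± 0.10 (adjusted p = 0.00709), and did not pass without SP A (0.079) or SI A (0.116). Its range was 3.43e-05 to 1, with the upper end in the same test, and the other alternatives reached up to 0.12. Ncr1, which encodes the excluded receptor NKp46, was at 10.2 ± 1.64 CPM in SP and 33.0 ± 16.3 CPM in SI (adjusted p = 0.0679). It passed, as higher in SI, without the replicate block (0.0305), with the likelihood ratio test (0.0181), DESeq2 (0.00664) or voom (0.0383) and with length and GC offsets (0.043; range over all alternatives 0.00664 to 0.45). Klrb1c was at 11.7 ± 2.51 CPM in SP and 5.45 ± 1.47 CPM in SI (adjusted p = 0.357). Cd19, Cd8a, Itgam and Itgax did not pass (adjusted p = 0.082 to 0.383). Ly6c1 had 2 counts in SP and 0 in SI and was not tested. As higher in SP, Itgam passed with no filter (0.0361), the likelihood ratio test (0.0122) or DESeq2 (0.00302), and without SP B (0.0358), SP C (0.0144), SI B (0.0171) or SI C (0.0128; range 0.00302 to 0.275). Cd8a passed with the likelihood ratio test (0.0258) or DESeq2 (0.00522), and without SP B (0.0455) or SI B (0.0261; range 0.00522 to 0.37). Cd19 passed without SP B (0.0205) or SI B (0.0395; range 0.0205 to 0.869). Cd3e was at 45.2 ± 10.5 CPM in SP and 17.1 ± 5.92 CPM in SI (adjusted p = 0.0448), and passed only without SI A among the alternatives that left out 1 library. Those adjusted p values ran up to 0.136 without SP C (range over all alternatives 0.00273 to 0.491).

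Genes of hypoxia and glycolysis that passed were higher in SI, apart from Arnt2. The hexokinase gene Hk2 was at 207 ± 55.3 CPM in SP and 1179.6 ± 469 CPM in SI (-2.47 ± 0.22), the phosphofructokinase gene Pfkp at 120.1 ± 12.3 CPM in SP and 348 ± 4.94 CPM in SI (-1.54 ± 0.17), and Hif1a was 2.59-fold higher in SI. Of 38 tested genes, 10 were higher in SI, 1 in SP and 27 did not pass (1 higher in SP and 11 in SI when adjusted over the list alone), with camera adjusted p = 0.000638, and adjusted p = 0.231 with an estimated correlation. The study described hypoxia genes in these samples, so the list is not independent evidence. Amino acid genes linked to ATF4 and mTORC1 were higher in SI for 5 of 18 and in SP for 0, while 13 did not pass (0 higher in SP and 5 in SI when adjusted over the list alone), with camera adjusted p = 0.00939, and adjusted p = 0.37 with an estimated correlation. They included the amino acid transporter genes Slc38a2 (-1.62 ± 0.15) and Slc3a2 (-1.20 ± 0.16), and Atf4 itself (-1.31 ± 0.19). The call of this list ended without SP B (adjusted p = 0.0524) or SI B (0.0518), and fry, which asks whether a list moves on balance one way and does not compare it with other genes, did not call it (0.0664; range over all alternatives 0.00249 to 0.37). For cholesterol and fatty acid synthesis, 6 of 25 genes were higher in SI, 0 in SP and 19 did not pass (1 higher in SP and 6 in SI when adjusted over the list alone), with camera adjusted p = 0.000778, and adjusted p = 0.231 with an estimated correlation. Fry did not call it (adjusted p = 0.0664, range over all alternatives 0.000275 to 0.231). Srebf2, the sterol-responsive transcription factor gene, had a log2 fold change of -1.72 ± 0.26 and Hmgcr, the rate-limiting enzyme gene, -1.18 ± 0.23.

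Immediate early genes, which also respond to tissue dissociation, were higher in SI for 19 of 37 tested genes. The GTPase gene Gem was at 831 ± 51.6 CPM in SP and 3558 ± 608 CPM in SI (-2.09 ± 0.13), the phosphatase gene Dusp1 at 571 ± 8.91 CPM in SP and 1483 ± 30.2 CPM in SI (-1.38 ± 0.12), and the nuclear receptor gene Nr4a1 was 2.57-fold higher in SI. Of 37 tested genes, 19 were higher in SI, 0 in SP and 18 did not pass (1 higher in SP and 20 in SI when adjusted over the list alone), with camera adjusted p = 3.78e-07, and adjusted p = 0.254 with an estimated correlation. Genes of NF-κB and TNF signalling were higher in SI for 15 of 31 and in SP for 3, while 13 did not pass (4 higher in SP and 16 in SI when adjusted over the list alone), with camera adjusted p = 0.000158, and adjusted p = 0.231 with an estimated correlation. The feedback inhibitor gene Tnfaip3, which encodes A20, was at 2616 ± 41.9 CPM in SP and 7032 ± 124 CPM in SI (-1.43 ± 0.10). The cyclooxygenase gene Ptgs2 was 7.70-fold and the neutrophil chemokine gene Cxcl2 16.3-fold higher in SI. The summed level of stromal and endothelial markers was also higher in SI, at 208 ± 30.8 CPM in SP and 373 ± 60.6 CPM in SI. Their members went both ways, with 2 of 15 higher in SP and 3 in SI, and that list was not called (camera adjusted p = 0.579).

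Genes of homing and tissue residency were split between the tissues. Ccr9, a gut-homing receptor gene, was 12.8-fold higher in SI, and the retention marker gene Cd69 was at 140.4 ± 16.5 CPM in SP and 639 ± 116 CPM in SI (-2.18 ± 0.15). The lymph node homing receptor gene Ccr7 was 7.40-fold higher in SP, and Rgs1 was higher in SI (-1.82 ± 0.16). The egress receptor gene S1pr1 (3.43 ± 0.50) and its regulator Klf2 (4.28 ± 0.69), named after their values were seen, were higher in SP. In this list, 9 of 24 genes were higher in SP, 5 in SI and 10 did not pass (10 higher in SP and 7 in SI when adjusted over the list alone), and it was not called (camera adjusted p = 0.657). For the aryl hydrocarbon receptor and retinoic acid, 4 of 11 genes were higher in SI, 1 in SP and 6 did not pass (3 higher in SP and 5 in SI when adjusted over the list alone). The retinoic acid receptor gene Rarg was 14.5-fold higher in SP and Ahr 2.22-fold higher in SI. This list was not called (camera adjusted p = 0.579), and camera gave the direction of SI while its median and mean were slightly above 0. Among Notch genes, Dll1 (1.93 ± 0.21) and Dtx1 (1.87 ± 0.32) were higher in SP and Rbpj (-1.05 ± 0.17) in SI. That was 2 of 13 higher in SP, 2 in SI and 9 that did not pass (3 higher in SP and 3 in SI when adjusted over the list alone; camera adjusted p = 0.263). In the circadian clock list, 6 of 19 genes were higher in SI, among them Nr1d2 (-1.57 ± 0.16) and Bhlhe40 (-1.06 ± 0.12), 0 in SP and 13 did not pass (0 higher in SP and 10 in SI when adjusted over the list alone; camera adjusted p = 0.058). It was called without the replicate block (adjusted p = 0.032, range over all alternatives 0.032 to 0.477). Proliferation genes were higher in SP for 6 of 29 and in SI for 1, while 22 did not pass (9 higher in SP and 1 in SI when adjusted over the list alone), with camera adjusted p = 7.62e-05, and adjusted p = 0.27 with an estimated correlation. Fry did not call it (adjusted p = 0.0557, range over all alternatives 2.98e-05 to 0.27). The thymidine kinase gene Tk1 was at 57.4 ± 12.8 CPM in SP and 14.2 ± 2.93 CPM in SI. Markers of other cells moved the same way, with a summed level of 44.1 ± 19.2 CPM in SP and 9.13 ± 1.53 CPM in SI for granulocytes and mast cells. That of dendritic cells and macrophages was 734 ± 75.1 CPM in SP and 494 ± 54.8 CPM in SI. The erythroid, B cell and T cell lists were called higher in SP by camera (adjusted p = 0.231, 0.477 and 0.31 with an estimated correlation). Their sums were not higher in all SP libraries. Progenitor markers summed to 131 ± 27.4 CPM in SP and 82.6 ± 29.6 CPM in SI and were not called (camera adjusted p = 0.0781, range over all alternatives 0.000823 to 0.477).

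**Figure D3:**
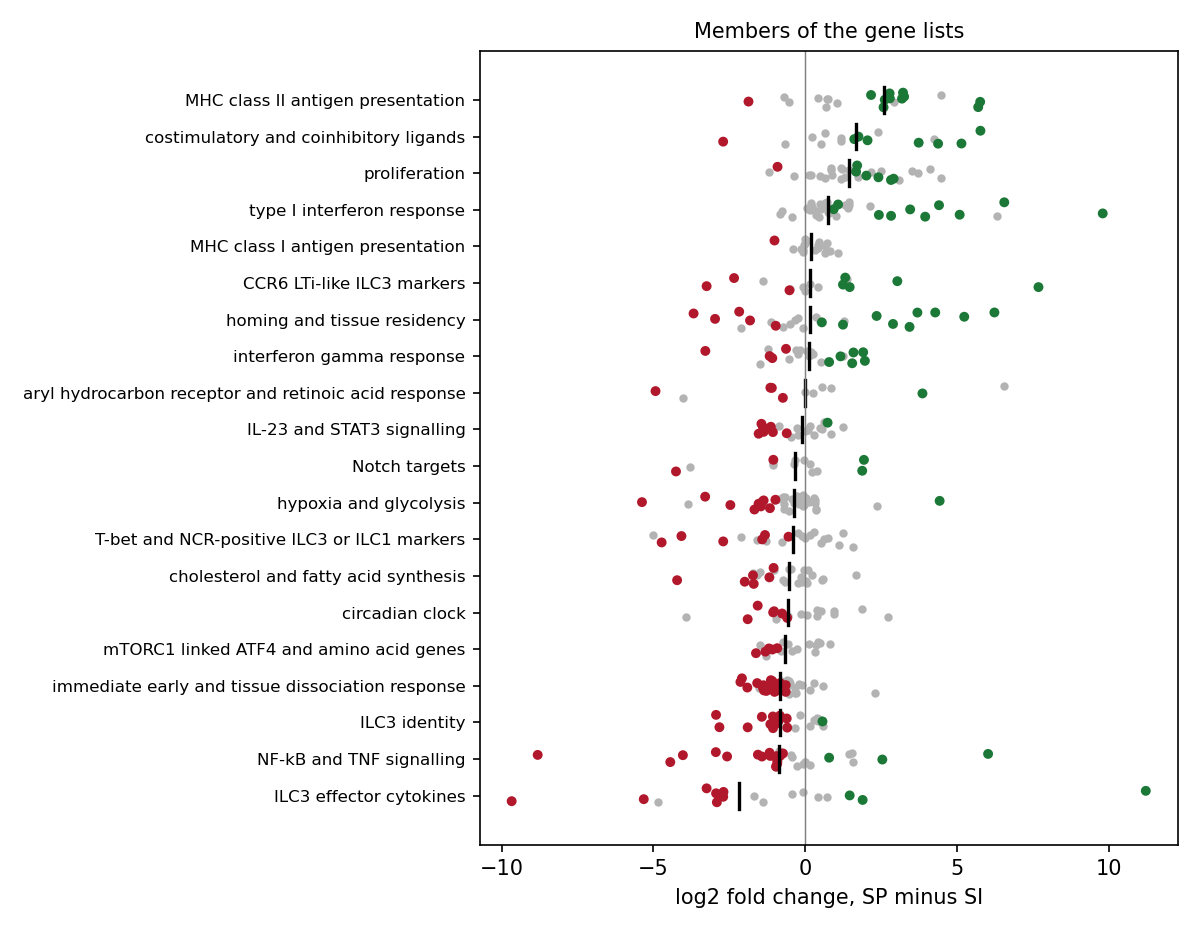
Log2 fold change, SP minus SI, of each tested member of the 20 lists that are not markers of other cell types, with the list median as a black bar (green higher in SP, red higher in SI at adjusted p below 0.05, grey not passed). The MHC class II list has its median at 2.60 and the ILC3 effector cytokine list at -2.19.

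Markers of other cell types that the sorts could hold were measured in the same libraries. Dendritic cell and macrophage markers had a summed level of 734 ± 75.1 CPM in SP and 494 ± 54.8 CPM in SI. The macrophage genes Csf1r (33.6 ± 7.55 CPM in SP and 3.35 ± 0.447 CPM in SI) and Lyz2 (43.6 ± 10.6 CPM in SP and 10.6 ± 8.29 CPM in SI) were higher in SP. So was Vcam1, another member (82.9 ± 10.5 CPM in SP and 2.26 ± 3.06 CPM in SI). In this list 5 of 21 genes were higher in SP, 0 in SI and 16 did not pass (8 higher in SP and 0 in SI when adjusted over the list alone), with camera adjusted p = 0.00235, and adjusted p = 0.231 with an estimated correlation. Granulocyte and mast cell markers summed to 44.1 ± 19.2 CPM in SP and 9.13 ± 1.53 CPM in SI, with 3 of 8 higher in SP, 0 in SI and 5 that did not pass (5 higher in SP and 0 in SI when adjusted over the list alone), and camera adjusted p = 0.00035, and adjusted p = 0.237 with an estimated correlation. For erythroid cells and platelets, 3 of 16 genes were higher in SP, 2 in SI and 11 did not pass (9 higher in SP and 3 in SI when adjusted over the list alone), with camera adjusted p = 0.000795, and adjusted p = 0.231 with an estimated correlation in the direction of SP. This call ended with the stricter filter (adjusted p = 0.48, range over all alternatives 0.000221 to 0.48). The erythrocyte genes Slc4a1 and Gypa had no count in SI and were at least 150.1-fold and 88.8-fold higher in SP, while the transferrin receptor gene Tfrc was 3.31-fold higher in SI. Their summed level was 415 ± 90.7 CPM in SP and 671 ± 91.7 CPM in SI, so the sum and the list test differed in direction. With the genes that had no count at their bound, the median log2 fold changes were 5.39 for granulocytes and mast cells and 4.53 for erythroid cells and platelets. B cell markers summed to 186 ± 109.6 CPM in SP and 171 ± 52.1 CPM in SI, with 2 of 16 higher in SP, 1 in SI and 13 that did not pass (2 higher in SP and 1 in SI when adjusted over the list alone), and camera adjusted p = 0.0181, and adjusted p = 0.477 with an estimated correlation. This call ended without SP C (adjusted p = 0.204) or SI C (0.118) or with the stricter filter (0.671), and fry did not call the list (0.146; range over all alternatives 0.0143 to 0.671). T cell markers summed to 663 ± 92.2 CPM in SP and 750.4 ± 149 CPM in SI, with 1 of 16 higher in SP, 1 in SI and 14 that did not pass (3 higher in SP and 1 in SI when adjusted over the list alone), and camera adjusted p = 0.0079, and adjusted p = 0.31 with an estimated correlation. This call ended with the stricter filter (adjusted p = 0.0895), and fry did not call the list (0.0588; range over all alternatives 0.00174 to 0.31). Both list tests gave the direction of SP. Of these 5 lists, 4 share no tested member with another list, and 0 to 5 members of each reach 20 CPM in both tissues.

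ILC2 markers summed to 219 ± 6.93 CPM in SP and 265 ± 72.8 CPM in SI, with 2 of 12 higher in SI, 1 in SP and 9 that did not pass (1 higher in SP and 5 in SI when adjusted over the list alone), and camera adjusted p = 0.0245, and adjusted p = 0.477 with an estimated correlation in the direction of SI. That call ended without SP A (adjusted p = 0.165) or SI A (0.165) or with the stricter filter (0.493), and fry did not call the list (0.825; range over all alternatives 0.00847 to 0.825). Its member Bmp7, which encodes a bone morphogenetic protein, had no count in SI and was at least 282-fold higher in SP. Stromal and endothelial markers summed to 208 ± 30.8 CPM in SP and 373 ± 60.6 CPM in SI, with 2 of 15 higher in SP, 3 in SI and 10 that did not pass (3 higher in SP and 5 in SI when adjusted over the list alone; camera adjusted p = 0.579). The endothelial receptor gene Kdr had no count in SI (at least 166-fold higher in SP), and the collagen gene Col1a2 had none in SP (at least 167-fold lower). Epithelial markers summed to 33.8 ± 10.3 CPM in SP and 24.1 ± 11.6 CPM in SI, with 1 of 7 higher in SP, 0 in SI and 6 that did not pass (1 higher in SP and 0 in SI when adjusted over the list alone; camera adjusted p = 0.84), and camera gave the direction of SI while their median and mean were above 0. Enteric neuron and glia markers summed to 26.7 ± 6.41 CPM in SP and 771 ± 63.8 CPM in SI, nearly all of it Ret, with 1 of 3 genes higher in SI, 0 in SP and 2 that did not pass (0 higher in SP and 1 in SI when adjusted over the list alone; camera adjusted p = 0.251). Progenitor markers summed to 131 ± 27.4 CPM in SP and 82.6 ± 29.6 CPM in SI, with 2 of 10 higher in SP, 0 in SI and 8 that did not pass (2 higher in SP and 0 in SI when adjusted over the list alone; camera adjusted p = 0.0781). This list was called higher in SP without SP A (adjusted p = 0.00107), SP B (0.0175), SI A (0.000823), SI B (0.00394) or SI C (0.0358; range over all alternatives 0.000823 to 0.477). The epithelial list was called higher in SI without SP A (0.0258) or SI A (0.0241; range 0.0241 to 0.985). The enteric list was called without SP C (0.0273) or SI C (0.027) and by fry (0.0233; range 0.0233 to 0.68). Exact two-sided permutation tests of the sums gave p = 0.1 for 5 of the 10 lists, which is the smallest value that 3 against 3 libraries allow. Their adjusted p was 0.2.

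Across all 30 lists, camera called 9 higher in SP and 9 higher in SI with its preset correlation, and 0 with an estimated correlation. The latter rests on the few residual degrees of freedom of the fit, so its 0 calls do not show correlation among members. With the estimated correlation, 3 lists had an unadjusted p under 0.05, and fry, which does not compare a list with other genes, called 13 lists.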

Values the study reported

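The study reported 1286 genes as differentially expressed between SP and SI NCR− ILC3s.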

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

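The length and GC offsets (with bounds on their effect written before they were run) and the fit without the most abundant unnamed ID were chosen after seeing the data. No called gene or list reversed under any alternative run, those that change the scaling included. Of the 163 tested named genes, 133 passed the adjusted p, 110 of these with each library or letter left out, and 23 lost it at least once. Across alternatives, named genes kept their side of the threshold in 3312 comparisons, lost it in 153 and gained it in 93, and lists did so in 331, 33 and 11. The likelihood ratio test called 772 genes higher in SP and 474 in SI, and DESeq2 called 879 in SP and 519 in SI, with all 718 genes of the main fit among those of each tool; the cause was not tested. Without the fold threshold 811 genes were higher in SI. Stricter thresholds lowered the counts by construction: testing against a log2 fold change of 1 gave 171 in SP and 203 in SI, and a false discovery rate of 0.01 gave 174 in SP. Without the replicate block, that is with unpaired libraries, 448 genes were higher in SP and 369 in SI, 653 of them shared. No shared deviation was seen between libraries of the same letter, whose deviations from the group means correlated at 0.04, 0.00 and -0.01. These values do not show whether the letters name the pools of mice. Leaving out single libraries or letters gave 340 to 501 genes in SP and 310 to 393 in SI, and the offsets gave 380 and 356. With the block, leaving out either library of a letter takes that letter out of the comparison, so these fits are not separate checks. Upper-quartile factors moved the median log2 fold change of all genes from 0.09 to 0.15. With an estimated correlation, camera called 0 lists, against 3 at an unadjusted p under 0.05 and 13 by fry, and the MHC class II list had adjusted p = 0.231. Some lists lost their call although their estimated correlation was under the preset 0.01, among them costimulation (-0.024), effector cytokines (-0.0363) and NF-κB (-0.0252). A higher correlation cannot account for those. It was higher for others, such as MHC class II (0.0494) and immediate early genes (0.133). With an estimated correlation, camera takes its p from the residual degrees of freedom of the fit, which are few here. With the preset one it takes it from the number of genes. A call can therefore end without any correlation among members, and these losses do not show such correlation. Fry asks whether a list moves on balance one way and does not compare it with other genes, so its calls answer a different question. It did not call the lists for ATF4 and amino acids or cholesterol (adjusted p = 0.0664 each), proliferation (0.0557), B cells (0.146), T cells (0.0588) or ILC2s (0.825), all called by camera. The stricter filter left 28 lists with a test and 13 called. The first component held 69.5% of the variance with 500 genes and 48.6% with all genes that passed the filter, the number of genes being what differed. Depth limits genes at or under 3 counts in both tissues, for which no fold was given, and those at 0 in a single tissue, for which only a bound was.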

Other observations

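The tests of other cell types, of CCR6+ cells, of preparation, of input and of matched random lists for all 10 marker lists, the sums without their 2 most abundant members, and the grouping of genes by symbol, were chosen after the results were seen; those of length and GC content and of matched random lists for 5 lists were chosen after the patterns were seen, with their bounds written before they were run, and that of other splits was planned before the data were examined.

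Families of genes grouped by symbol held further differences between the tissues. Of 23 semaphorins, plexins and neuropilins tested, 7 were higher in SP and 2 in SI, among them the semaphorin genes Sema6d (log2 fold change 3.70) in SP and Sema6a (-6.26) in SI. Of 19 chemokine receptors, 4 were higher in SP and 2 in SI, with Ccr8 (3.57), a receptor gene of T cells and ILCs, and the scavenger receptor gene Ackr3 (-3.63) as examples. Of 226 solute carriers, which transport ions and metabolites, 9 were higher in SP and 22 in SI. Camera called 0 of the 12 families (lowest adjusted p = 0.101), against 2 at an unadjusted p under 0.05 and 4 by fry, and these genes were chosen after their values were seen.

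MHC class II genes were higher in SP for 10 of 20 tested members (camera adjusted p = 1.52e-05, and adjusted p = 0.231 with an estimated correlation). The tables argue against B cells as the main source, since their markers rose by 0.269% ± 1.21 (SE) of the 5812 CPM rise of H2-Aa, H2-Ab1, H2-Eb1 and Cd74, or by 1.41% ± 0.986 without their 2 members most abundant in SI, both more than 2 SE below the 5% set as a bound, and the gate excluded CD19 and B220. If cells without CCR6 held no Ccr6 transcript, which was not measured, a larger share of CCR6+ cells alone would raise Ccr6 as much. Yet the median of the 4 genes exceeded it by 1.54 log2 units (SE 0.24). Without that premise such a share alone stays open. In the list of CCR6+ cell markers Cd4 was higher in SP by 3.03 ± 0.13, with 5 of 15 genes higher in SP and 3 in SI. A fit on the 11877 genes with length and GC values held 19 of the 20 members (without Ciita). Offsets for both left 90.9% of the members called higher in SP there (10 of 11). Only Ctss was lost, which was not called in the full fit. Its log2 fold change went from 0.73 ± 0.21 (adjusted p = 0.0477) to 0.59 ± 0.21 (0.105), with a range over all alternatives of 0.012 to 1. Dendritic cells or macrophages stay open as a source. Their markers rose by 241 ± 53.7 CPM, 4.14% ± 1.00 of the 5812 CPM rise of the 4 genes (4.11% ± 1.01 without the 2 most abundant). That was within 2 SE of the 5% set against them. It was below the 50% set for them as the cause, but that bound decides nothing, as the MHC class II level per marker in such cells was not measured. Cst3 (42.9 CPM in SP, 40.2 in SI) and Fcer1g (226 and 233 CPM) did not pass, and the gate excluded CD11b and CD11c. More MHC class II per cell, and a larger share of CCR6+ cells together with it, also stay open as a difference between the tissues. Neither was tested in these libraries. The study described, by flow cytometry, a larger share of cells with MHC class II protein among SP than among SI NCR− ILC3s. In its transfer experiments, SI ILC3s gained MHC class II protein in the SP of recipient mice, and SP ILC3s lowered it in their SI. It also described a rise of MHC class II presentation transcripts in SI ILC3s after culture.

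Of 68 tested immediate early and NF-κB genes, 34 were higher in SI. The calls of both lists ended with an estimated correlation (adjusted p = 0.254 and 0.231), a test with few degrees of freedom here. Length and GC offsets left 100% of their 34 called members called, and epithelial and stromal markers rose by 0.696% ± 0.213 of the rise of both lists, which argues against both as the main source. The summed level of both lists was higher in SI in 3 of 3 letter pairs, as a different preparation of the tissues would give, but each tissue had its own preparation, so the effects of tissue and preparation cannot be told apart. Of the heat shock genes in the list, Hspa1a, Hspa1b, Dnajb1 and Hsph1 did not pass (adjusted p = 0.399 to 0.623), while Hspa8 and Hspa5 were higher in SI.

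Camera with its preset correlation called 5 of the 10 lists of markers of other cell types higher in SP and ILC2 markers higher in SI (adjusted p = 0.0245), while progenitors, epithelium, stroma and enteric neurons were not called (the last 3 with the direction of SI), and the 5 were picked for the tests below after this was seen. With an estimated correlation all 5 calls ended (adjusted p = 0.231 to 0.477), as did that of ILC2s (0.477), which also ended with the stricter filter (0.493) and without SP A or SI A (0.165 each; range over all alternatives 0.00847 to 0.825), and the stricter filter ended those of B cells (0.671; range over all alternatives 0.0143 to 0.671), T cells (0.0895; 0.00174 to 0.31) and erythroid cells and platelets (0.48; 0.000221 to 0.48). The estimated correlation leaves camera few degrees of freedom, so the end of calls under it decides nothing either way. The 77 tested members of the 5 lists had a median log2 fold change of 2.09, above 100% of 10000 random lists matched on expression. That decides nothing for lists picked by their direction. The 122 members of all 10 lists (median 1.35, against 0.34 at random) also lay above 100% of them. These 122 include those 77, and the random lists ignore correlation between genes. The upper limit of the random medians was 0.638, so the bound set against a general rise of weak genes was met for the 10 lists. For the 2 reasons just given, such a rise is still not excluded. RNA of SP came from fewer cells than that of SI, and an effect of this stays open, as the 902 more genes detected in SP at the median exclude nothing where transcripts of other cells raise that number too. A larger share of other cells in the SP sorts, despite a gate against lymphoid, myeloid, granulocyte and erythroid surface markers, may account for it, and expression by SP ILC3s themselves is untested: both stay open, since only 2 of the 5 summed levels were higher in all SP libraries, a number that meets the bound set against other cells but excludes nothing, because a small share would be hidden by the 2 most abundant members, which made up 58.5% to 98.1% of each sum in SI.

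Of the 10 splits of the 6 libraries into groups of 3, the real one called 718 genes and every other one 0, so that 1 split, the real one itself, reached that number. With 10 splits, a share under 0.05 cannot be reached. Every other split also mixes the tissues within its groups. The tissue difference then adds to the residual spread, so the 0 calls of those splits decide nothing. At the thresholds of the study, 718 genes were called here, and 1246 by the likelihood ratio test in the same model (772 higher in SP and 474 in SI). Both are lower than the value quoted from the study above, while DESeq2 called 1398 genes at the same thresholds, which is higher. The gap depends on the test used.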
